# RNA-Seq analysis of genes affected by Cyclophilin A/DIAGEOTROPICA (DGT) in tomato root development

**DOI:** 10.12688/f1000research.25750.1

**Published:** 2020-09-28

**Authors:** Maria G. Ivanchenko, Olivia R. Ozguc, Stephanie R. Bollmann, Valerie N. Fraser, Molly Megraw

**Keywords:** Tomato, Root, Development, Diageotropica, DGT, RNA-Seq, Gene expression

## Abstract

Cyclophilin A/DIAGEOTROPICA (DGT) has been linked to auxin-regulated development in tomato and appears to affect multiple developmental pathways. Loss of DGT function results in a pleiotropic phenotype that is strongest in the roots, including shortened roots with no lateral branching. Here, we present an RNA-Seq dataset comparing the gene expression profiles of wildtype (‘Ailsa Craig’) and *dgt *tissues from three spatially separated developmental stages of the tomato root tip, with three replicates for each tissue and genotype. We also identify differentially expressed genes, provide an initial comparison of genes affected in each genotype and tissue, and provide the pipeline used to analyze the data. Further analysis of this dataset can be used to gain insight into the effects of DGT on various root developmental pathways in tomato.

## Introduction

The tomato ( *Solanum lycopersicum*) cyclophilin DIAGEOTROPICA (DGT) has been linked to auxin-regulated development through identification of the gene affected by the *diageotropica* ( *dgt*) mutation ^1, 2^. Tomato *dgt* mutants are auxin-resistant and display a pleiotropic phenotype that includes slow gravitropic response, lack of lateral root initiation, altered vascular development, reduced ethylene production in response to auxin, reduced apical dominance, impaired shoot and root growth, reduced fertility, and impaired fruit growth ^3– 11^. DGT likely interacts with auxin transport and signaling in a complex manner. For instance, DGT has been shown to negatively regulate auxin efflux via PIN-FORMED (PIN) transporters by altering subcellular localization of PINs and expression of some *PIN* genes ^9^. *DGT*, in turn, is downregulated by auxin at the root tip ^8^, suggesting functional feedback between DGT, auxin, and PINs. Through targeted gene expression quantification with RT-PCR and northern blots, DGT has been demonstrated to affect expression of a number of other auxin-related genes in addition to *PIN* genes. The *dgt* mutation reduces auxin-induced expression of genes encoding certain 1-aminocyclopropane-1-carboxylic acid synthases (ACCSs; key ethylene biosynthesis regulatory enzymes), SMALL AUXIN UPREGULATED RNA (SAUR) genes, and several members of the auxin-regulated *Aux/IAA* gene family in a tissue- and developmental stage-specific manner ^4, 6, 10– 14^. However, full transcriptomic profiling of tomato *dgt* mutants in different developmental zones has not been performed. Given the complex role of DGT in auxin pathways, an exploration into the widespread effects of DGT on the transcriptome may provide valuable insights into its potentially extensive and multifaceted role in development.

In this study, we perform a global analysis of gene expression in *dgt* roots that compares the root meristem, elongation zone, and differentiation zone in wildtype (‘Ailsa Craig’) and *dgt* tomato plants. The root tip provides an excellent system for studying development-related plant gene expression because cell division, elongation, and maturation are not only temporally but also spatially separated in this growth region; this allows for anatomical dissection and analysis of specific developmental zones, such as the meristem, elongation zone, and differentiation zone. The root tip is also most appropriate for this study because the *dgt* phenotype is the strongest in the root tip and has been characterized morphologically in the root tip ^7, 8^. We have previously performed histological analyses of tomato root tips including the meristem, elongation zone, and maturation zone, and demonstrated a decrease in length and number of cells of the *dgt* meristem and elongation zone ^8^, whereas the initiation of lateral root primordia was abolished in the *dgt* root maturation zone ^7– 9^. Here, we present an RNA-Seq dataset containing raw reads and abundance estimates for three replicates in each zone and genotype, the pipeline used for analysis, and an initial exploration of expressed and differentially expressed genes in each developmental region that can be used to guide future investigations.

## Materials and methods

### Plant material and growth conditions

Three biological replicates for each tissue and genotype were performed. Seven-day old tomato ( *Solanum lycopersicum*) wildtype (WT) and *dgt ^1-1^* plants in the ‘Ailsa Craig’ background ^7^ were used. Seeds were sterilized in 20% commercial bleach for 30 min and rinsed four times for 10 min with sterile water. Sterilized seeds were vernalized at 4°C for two days to ensure even germination and then planted on media containing 0.2× Murashige and Skoog basal medium with vitamins ( PhytoTechnology), 1% sucrose, 10 mM MES buffer pH 5.7, and 0.8% agar. Seeds were germinated in Magenta boxes (16 seeds per box) in a growth chamber at 21°C under long day (16h light, 8h dark) conditions and light intensity as in Ivanchenko *et al.* (2013). Root samples were dissected under DIC optics at 4x objective as in Ivanchenko *et al.* (2006). On average, 50–100 root portions were collected per biological replicate. The meristem was dissected between the root tip and the root portion where tissue becomes more transparent. The elongation zone was collected from the proximal meristem border and the first hair bulge, and approximately 1 cm portions were collected above the first hair bulge for the differentiation zone.

### RNA isolation and RNA-Seq

Tissue samples were collected in Plant RNA Reagent ( Life Technologies) on ice, and total RNA was prepared using the RNeasy Mini kit ( Qiagen) according to manufacturer’s recommendations. The RNA pellets were dried in 1.7 mL centrifuge tubes and solubilized in 178 µL 1X RNA Secure Reagent ( Ambion) preheated at 65°C, and incubated at 65°C for 10 min, mixing by pipetting a few times. Then 20 µL 10X DNase I buffer and 2 µL RNase-free DNase I ( Ambion) were added to each tube, and tubes incubated for 10 min at 37°C. 700 µL RLT buffer was added (to which 7 µL 2-Mercaptoethanol was freshly added) to each sample, which were then mixed by vortexing. 500 µL ethanol was then added and samples were mixed again by vortexing. Each sample (2 X 700 µl) was applied to an RNeasy Mini spin column from the RNeasy kit and RNA cleanup performed following the manufacturer’s instructions. Each sample was eluted with 30 µL nuclease-free ultrapure H _2_O, and the RNA concentrations were measure using a NanoDrop 1000 spectrophotometer ( Thermo Fisher).

### Illumina sequencing of RNA

RNA-Seq library preparation and sequencing were performed at the Oregon State University Center for Genome Research and Biocomputing. Libraries were prepared using the TruSeq RNA Library Prep Kit v2 ( Illumina) and sequenced as single-end 51 bp reads on the Illumina HiSeq 2000 using a total of two lanes.

### Gene alignment and expression level analysis

Sequencing produced 5-8 FASTQ files per replicate, which were merged into a single FASTQ file per replicate. Reference transcripts were extracted and preprocessed from the NCBI *Heinz 1706* genome sequence ^15^ using RSEM’s ^16^ (RNA-Seq by Expectation Maximization, version 1.3.1) rsem-prepare-reference function. Using RSEM, raw sequence reads were then aligned to the reference transcript sequences and estimated transcripts per million (TPM) values were calculated using default parameters. Resulting gene-level estimates from biological replicates were merged into a single input matrix and EBSeq ^17^ (version 1.26.0) was then used to test for differential expression between *dgt* and WT for each root-tip zone. Raw RNA-Seq reads, abundance estimates, and differential expression analysis are publicly available in the Sequence Read Archive (SRA) and Gene Expression Omnibus (GEO), see *Data availability*.

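RNA-Seq libraries were analysed from the meristem, the elongation zone and the differentiation zone of 7-day-old WT and *dgt* seedlings, with 3 biological replicates for each zone and genotype, 18 libraries in all. The abundance files hold, for each of 29922 genes in each library, the expected count that RSEM estimated and the TPM value, which relates that count to transcript length and to the library's total. An expected count need not be whole, because RSEM divides a read that aligns to several transcripts among them, so the values of genes with close copies are uncertain. The expected counts summed to between 17919441 and 29133603 per library, with a median of 19874283. In the differentiation zone the totals ranged from 18504654 to 20622998 in WT (median 18585558) and from 18799474 to 20032966 in *dgt* (median 18869938). In the elongation zone they ranged from 18032826 to 19900854 in WT (median 19362746) and from 18795037 to 19898651 in *dgt* (median 19849916). In the meristem they ranged from 17919441 to 29133603 in WT (median 22208002) and from 20054786 to 21903800 in *dgt* (median 21814397). The highest total belonged to WT meristem replicate 2. The files name genes by NCBI symbols or LOC identifiers, and 90.01% of them were matched to a RefSeq gene table of assembly SLM_r2.1. The authors mapped to another assembly, so no coordinates are given. For the comparisons of *dgt* with WT, expected counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and each zone was tested separately with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p-value under 0.05 and a fold over 2 in either direction. EBSeq, which the authors used, was not run here, and its posterior values were read from the authors' deposited table of each zone.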

### Data visualization

As a preliminary analysis to guide future investigations, a basic comparison of presence/absence calls and differential gene expression is presented. Expression analysis was performed using TPM and differential expression analysis was performed using the posterior probability that the gene is differentially expressed (PPDE) and posterior fold change (postFC). Genes with an average of TPM > 2 across biological replicates were compared between zones and genotypes ( Figure 1; data summarized in Data File 1 ^18^). Following EBSeq analysis, genes were filtered for PPDE = 1 to identify those which were differentially expressed. Of the differentially expressed genes, those with postFC ( *dgt* over WT) > 2 were considered upregulated in *dgt* and those with postFC < 0.5 were considered downregulated in *dgt*. Upregulated and downregulated genes were compared between zones and genotypes ( Figure 2; data summarized in Data File 2 ^19^). Principal component analysis (PCA) of the data was performed using TPM values of each gene and was calculated using the scikit-learn ^20^ PCA function with default parameters ( Figure 3). 

**Figure 1.**
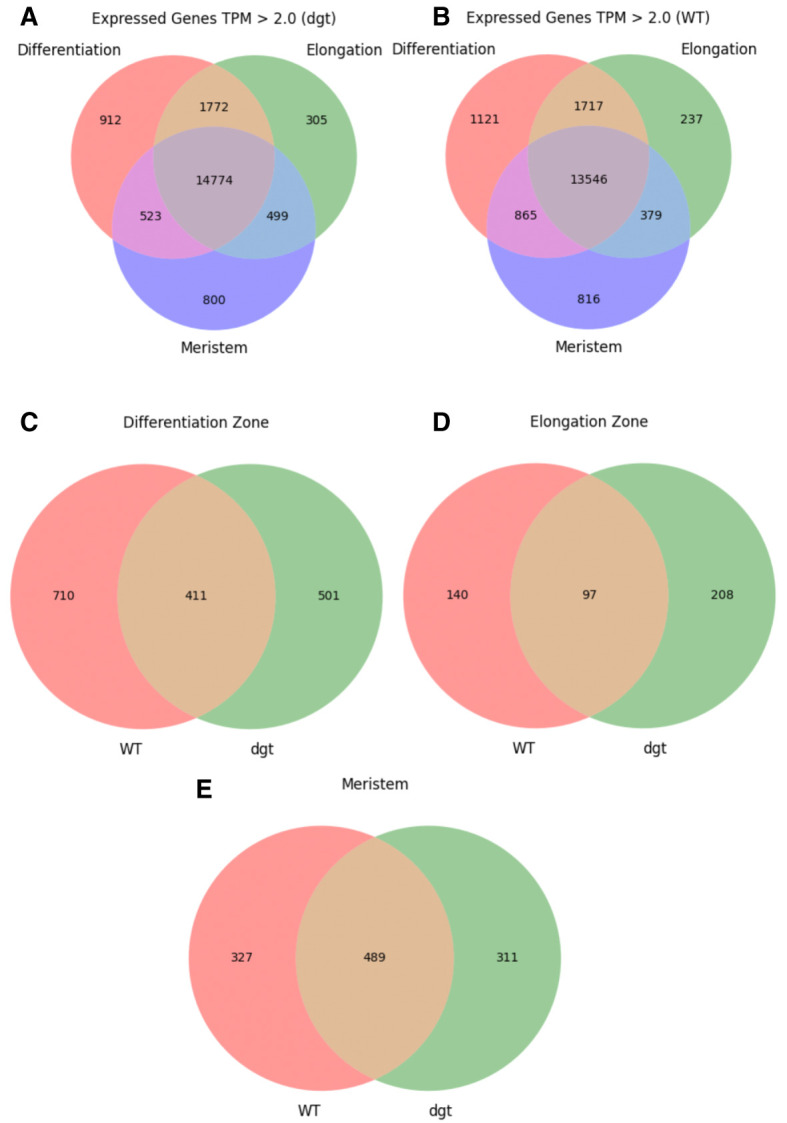
Presence/absence calls. ( **A**) Number of genes expressed in each zone of *dgt* roots, transcripts per million (TPM) > 2.0. ( **B**) Number of genes expressed in each zone of WT roots, TPM > 2.0. ( **C**) Number of genes expressed exclusively in the differentiation zone with TPM > 2.0, compared between WT and *dgt.* ( **D**) Number of genes expressed exclusively in the elongation zone with TPM > 2.0, compared between WT and *dgt*. ( **E**) Number of genes expressed exclusively in the meristem with TPM > 2.0, compared between WT and *dgt*.

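With a mean TPM over 2 across the 3 replicates, 17249 genes were expressed in the WT differentiation zone, 15879 in the WT elongation zone and 15606 in the WT meristem. The corresponding numbers in *dgt* were 17981, 17350 and 16596. Counted in single libraries, the number of genes with a TPM over 2 in the differentiation zone was 17170 ± 455 (SD, n = 3) in WT and 17900.0 ± 121 (SD, n = 3) in *dgt*. In the elongation zone it was 15777 ± 548 (SD, n = 3) in WT and 17266 ± 190.1 (SD, n = 3) in *dgt*, and in the meristem 15386 ± 759 (SD, n = 3) in WT and 16577 ± 69.0 (SD, n = 3) in *dgt*. In each zone every *dgt* library had more expressed genes than every WT library (exact permutation test with both sides counted, p = 0.1 in each zone, the smallest p that 3 libraries against 3 allow).

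**Figure D1:**
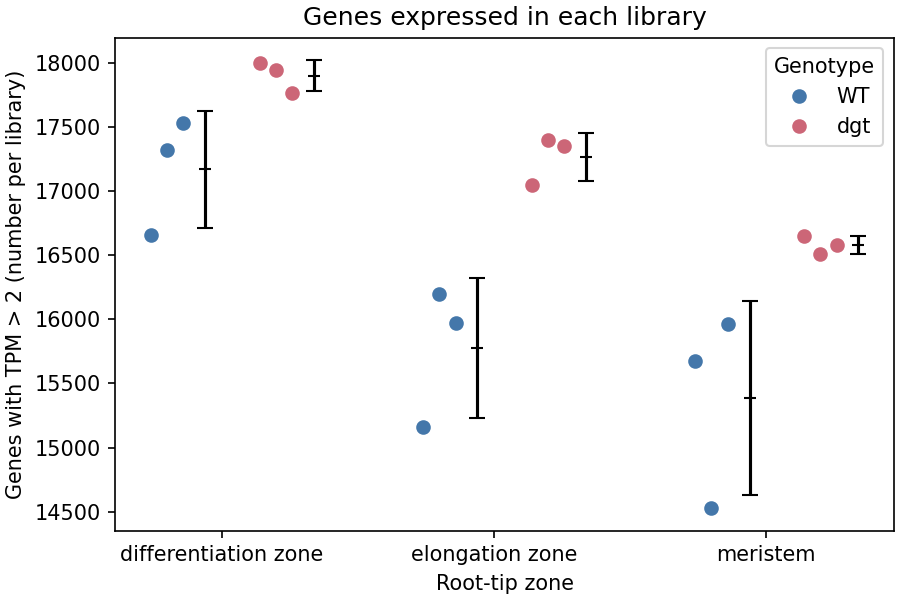
Number of genes with a TPM over 2 (vertical axis) in each library of the 3 root-tip zones (horizontal axis). Points are single libraries of WT (blue) and *dgt* (red), and the black bars give the mean and SD of each group of 3. In the meristem the WT libraries lie between 14526 and 15960 genes and the *dgt* libraries between 16509 and 16647.

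All 3 zones shared 13546 expressed genes in WT and 14774 in *dgt*, and 13217 genes were expressed in every zone of both genotypes. The differentiation zone alone expressed 1121 genes in WT and 912 in *dgt*, of which 411 were common to both genotypes. The elongation zone alone expressed 237 genes in WT and 305 in *dgt*, with 97 in common. The meristem alone expressed 816 genes in WT and 800 in *dgt*, with 489 in common. Many of these genes lay close to the threshold in the zones where they were not counted. Of the 912 genes expressed only in the *dgt* differentiation zone, 355 had a mean TPM under 1 in both other zones, and of the 1121 in WT, 510 did. Of the 501 genes restricted to the differentiation zone in *dgt* but not in WT, 419 were not over the threshold in the WT differentiation zone, and edgeR's quasi-likelihood test called 242 of these changed by more than 2-fold there, while 232 had a mean TPM between 1 and 2 in WT. In WT, 710 genes were restricted to the differentiation zone that were not so restricted in *dgt*, and 554 of these were expressed in the *dgt* differentiation zone and also in another *dgt* zone. With TPM rescaled by TMM, *dgt* had 517 more expressed genes than WT in the differentiation zone, 923 more in the elongation zone and 572 more in the meristem, against 732, 1471 and 990 as deposited.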

**Figure 2.**
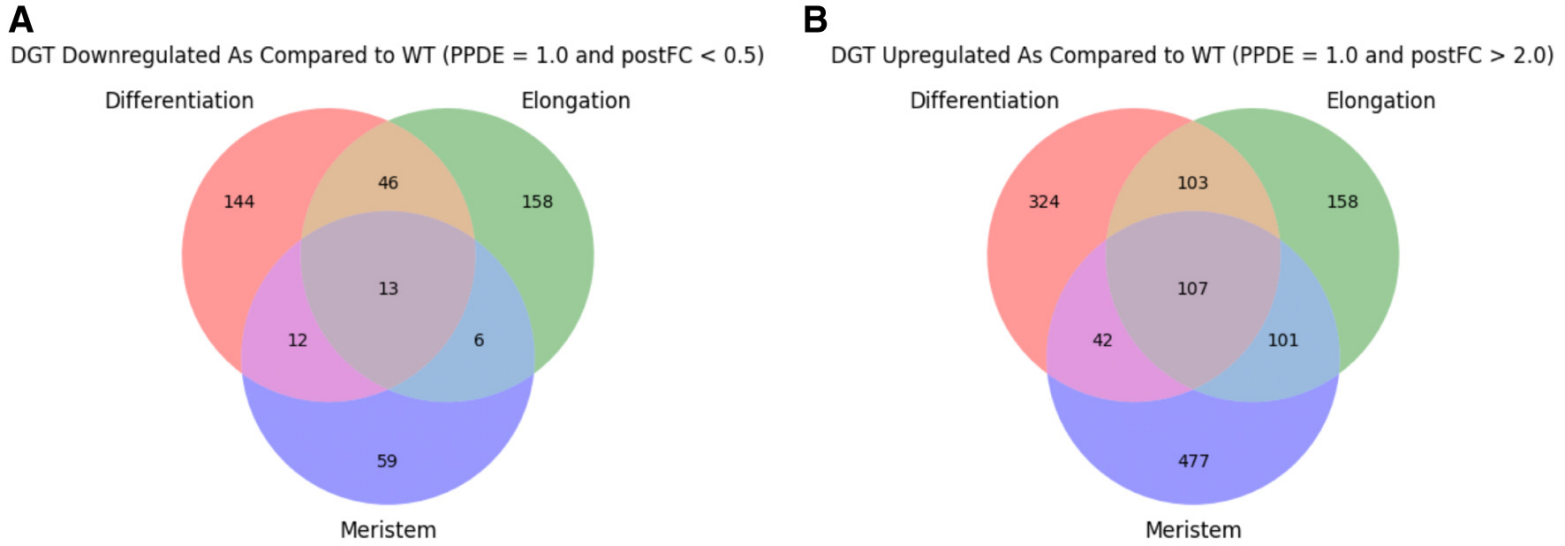
Differentially expressed genes. ( **A**) Differentially expressed genes downregulated in each zone with postFC < 0.5, posterior probability that the gene is differentially expressed (PPDE) = 1 in *dgt* vs WT. ( **B**) Differentially expressed genes upregulated in each zone with postFC > 2, PPDE = 1 in *dgt* vs. WT.

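In the differentiation zone 20547 genes were tested, and 1754 were higher and 919 lower in *dgt* by more than 2-fold. In the elongation zone 1943 genes were higher and 867 lower among 20079 tested, and in the meristem 2019 were higher and 542 lower among 19926 tested. Without the fold threshold, 6060, 5434 and 4536 genes passed the adjusted p-value in the differentiation zone, the elongation zone and the meristem. The 3 WT and 3 *dgt* libraries did not overlap for 45.5% of tested genes in the differentiation zone, 44.5% in the elongation zone and 42.2% in the meristem, where chance gives 10%. The biological coefficient of variation between replicates was 0.144 in the differentiation zone, 0.168 in the elongation zone and 0.224 in the meristem. In the meristem it was 0.299 among WT libraries and 0.0960 among *dgt* libraries, so the common value describes neither genotype. The meristem counts depended on single libraries. Without WT replicate 2, 1515 genes were lower and 10712 changed at any fold, and without *dgt* replicate 1, 2 or 3, 301, 347 and 308 genes were lower and 2003, 2221 and 2199 changed at any fold. Without WT replicate 1, 2988 genes changed at any fold. With a trend on gene length removed from each library, 1682 genes were higher and 1166 lower in the elongation zone, and 1782 were higher and 1136 lower in the meristem. The removed trend included each library's overall level. The median log2 fold change moved from 0.0075 to -0.15 in the elongation zone and from -0.039 to -0.18 in the meristem. These counts therefore cannot be credited to gene length alone.

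**Figure D2:**
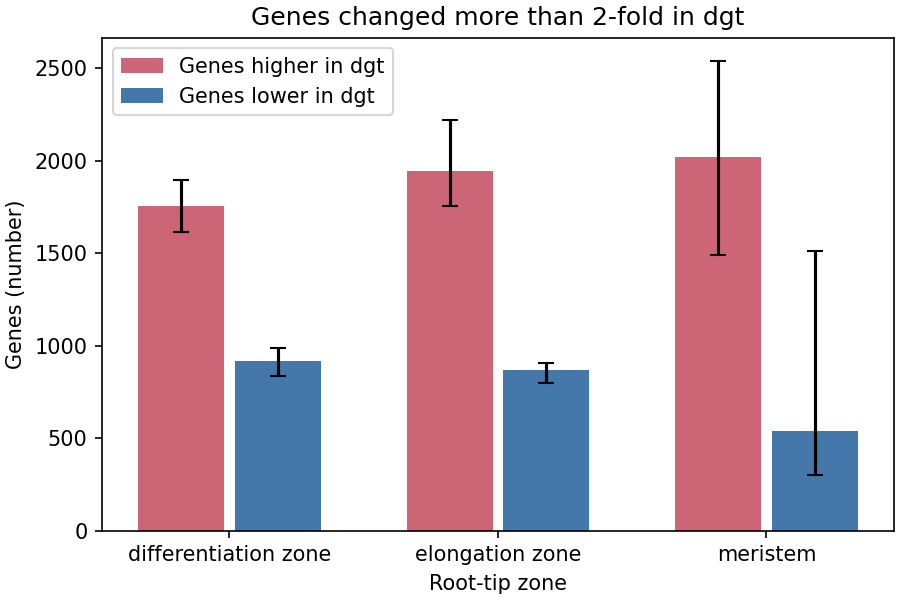
Number of genes (vertical axis) higher (red) and lower (blue) in *dgt* by more than 2-fold in each root-tip zone (horizontal axis). Bars give the calls from all 6 libraries of a zone, and the black lines run from the lowest to the highest number over the fits that each left out 1 replicate, which for lower genes in the meristem is 301 to 1515.

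In the same direction in all 3 zones, 540 genes were higher and 125 lower. The meristem alone had 1002 of the higher genes, the differentiation zone alone 600 and the elongation zone alone 562. For lower genes the order was different, with 324 in the meristem alone, 524 in the differentiation zone alone and 459 in the elongation zone alone. That order depended on WT replicate 2. Without it, all lower genes numbered 1515 in the meristem, 986 in the differentiation zone and 811 in the elongation zone. Without any other replicate the meristem had 301 to 489. A call in 1 zone alone does not show that the zones differ. Of genes called in both the differentiation zone and the meristem, 830 changed in the same direction and 55 in opposite directions. The authors' deposited table, at PPDE = 1 and the same fold thresholds, holds 576 higher and 215 lower genes in the differentiation zone, 469 and 223 in the elongation zone, and 727 and 90 in the meristem. Of these, edgeR's quasi-likelihood test called 788, 690 and 810 genes in the same direction in the 3 zones, and none in the opposite direction.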

**Figure 3.**
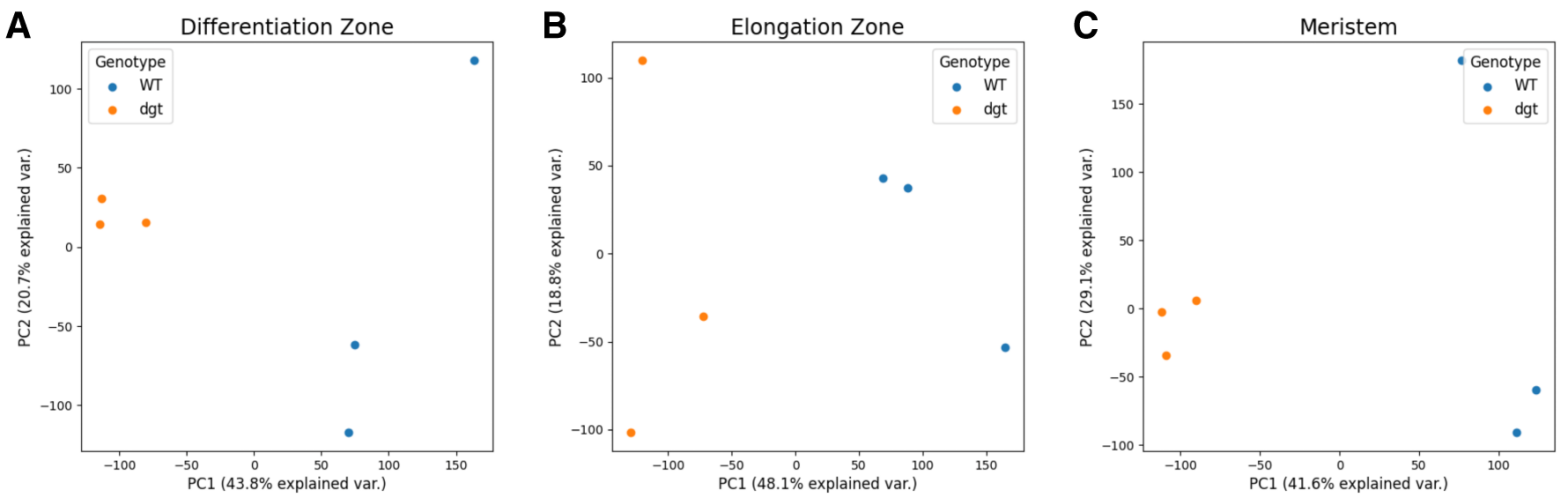
Principle component analysis (PCA). ( **A**) PCA of sequenced samples in differentiation zone ( **B**) PCA of sequenced samples in elongation zone ( **C**) PCA of sequenced samples in meristem.

## Conclusion

It is clear from the outcomes in Figure 1 and Figure 2 that reduced function of DGT has sweeping effects on the transcriptome in all three developmental zones examined in this study, supporting the concept that DGT very likely plays important and potentially complex roles in multiple developmental pathways. Additionally, PCA using TPM values for each sample demonstrated that while there was some variance within the replicate pools, replicates from different genotypes were distinctly separate from each other ( Figure 3). 

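No gene in the files carries the name DGT, and whether the cyclophilin gene listed as CyP is DGT was not established here. CyP had 21625 ± 6717 normalized counts in the WT differentiation zone and 17071 ± 944 in *dgt* (SD, n = 3 each), and its log2 fold change there was -0.34 (adjusted p = 0.234, edgeR). Its log2 fold change was -0.65 in the elongation zone (edgeR adjusted p = 0.0687) and -0.46 in the meristem (edgeR adjusted p = 0.328), so no difference in its level passed the adjusted p-value or the fold threshold. Single WT libraries weighed on these values. In the meristem WT replicates 1, 2 and 3 had 59195, 101970 and 45566 normalized counts, against 48971 to 50633 in *dgt*. In the differentiation zone they had 29337.1, 18482.5 and 17054.8, against 15995.5 to 17761.7 in *dgt*. The results for CyP also depended on the processing. In the elongation zone CyP passed the adjusted p-value with DESeq2 (adjusted p = 0.0242, log2 fold change -0.65) and without WT replicate 2 (edgeR adjusted p = 0.0124, -0.84). With the length trend removed, which also shifted library levels, CyP passed there (edgeR adjusted p = 0.0285, -0.71) and in the meristem (edgeR adjusted p = 0.0226, -0.75). None of these changes reached 2-fold. The authors' deposited table gave CyP a PPDE of 0.00505, 0.0319 and 0.00741 in the differentiation zone, the elongation zone and the meristem. Genes were ranked if they passed the adjusted p-value and did not overlap between the genotypes. They also needed a mean of 50 normalized counts in the higher genotype and neither genotype at or under 3 counts in all its libraries. Among these genes TAS14 rose most in each zone. Its normalized counts in the differentiation zone were 36.6 ± 2.40 in WT and 10151 ± 2277 in *dgt* (SD, n = 3 each), a log2 fold change of 8.11 (standard error 0.24, adjusted p = 1.2e-08, edgeR). In the elongation zone its log2 fold change was 9.82 (standard error 0.34), and in the meristem it was 9.19 (standard error 0.26). LOC101260648 rose by a similar amount in each zone, with log2 fold changes of 6.99, 7.11 and 7.12 in the differentiation zone, the elongation zone and the meristem. LOC101266128 fell in every zone, from 5895 ± 543 normalized counts in the WT meristem to 30.3 ± 8.95 in *dgt* (SD, n = 3 each), a log2 fold change of -7.60 (standard error 0.27, adjusted p = 2.6e-05, edgeR). LOC101258070 had log2 fold changes of -7.73 in the differentiation zone, -5.50 in the elongation zone and -5.17 in the meristem. The expected count was not whole in 10 of the 18 libraries for TAS14, 16 for LOC101260648, 9 for LOC101266128, 17 for LOC101258070 and 18 for CyP, so part of the reads of each was divided among transcripts. From the numbers of genes in Figure 1 and Figure 2, the paper concludes that reduced function of DGT affects the transcriptome in each of the zones, and it proposes roles for DGT in several developmental pathways.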

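PCA with scikit-learn on the TPM values of all 29922 genes, without scaling of genes, placed 80.9% of the variance on the first component in the differentiation zone, 74.6% in the elongation zone and 60.4% in the meristem. With TPM standardized per gene, the alternative that moved these values most, the first component held 43.8%, 48.1% and 41.6%. Figure 3 gives about 44%, 48% and 42%, read by eye, which the standardized values match and the unscaled values do not. On the first component of unscaled TPM, the 3 WT libraries lay on one side of the 3 *dgt* libraries in each zone. The gap between them covered 54.3% of the range in the differentiation zone, 60.4% in the elongation zone and 64.4% in the meristem. The difference between the genotype means held 74.9% of the total variance in the differentiation zone, 70.9% in the elongation zone and 58.3% in the meristem (exact permutation test over the 10 splits of 6 libraries, p = 0.1 in each zone, the smallest p that 3 against 3 allow). With TPM standardized per gene this share was 41.7%, 45.1% and 41.2%. A few genes carried much of the variance of unscaled TPM. The 10 most variable genes held 53.7%, 48.01% and 42.2% of it in the differentiation zone, the elongation zone and the meristem.

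**Figure D3:**
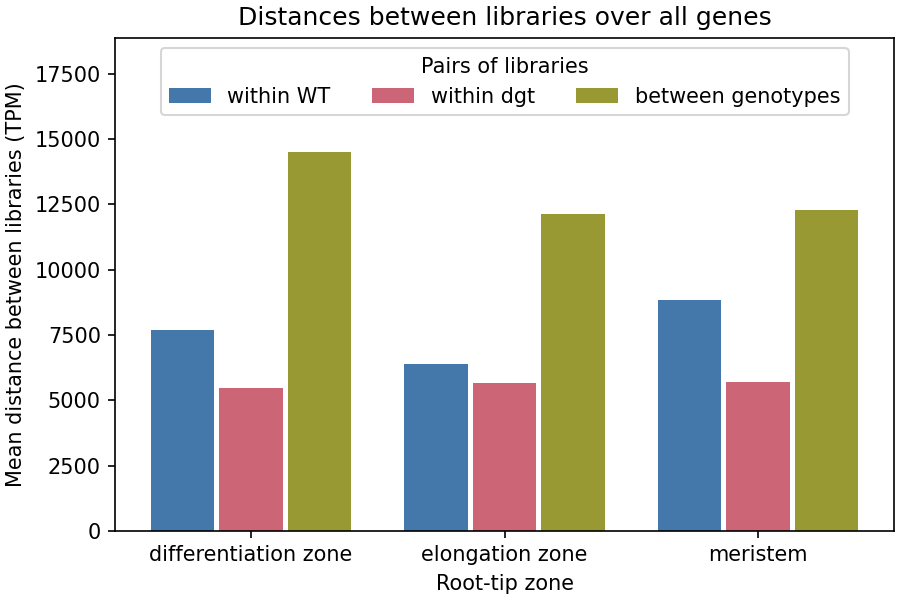
Mean distance in TPM over all genes (vertical axis) between pairs of libraries within WT, within *dgt* and between genotypes in each root-tip zone (horizontal axis). Each bar is a mean over pairs. In the meristem the mean distance is 8851 within WT, 5710 within *dgt* and 12295 between genotypes.

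In the differentiation zone the smallest distance between libraries of different genotypes, 11701, was larger than the largest distance between replicates, 9871 in TPM. These distances were 9939 and 7869 in the elongation zone. In the meristem they were 10888 and 11126, so there a pair of replicates lay farther apart than the closest pair of different genotypes. This order depended on the scaling. With TPM standardized per gene, the smallest distance between genotypes was below the largest between replicates in the differentiation zone (243.0 against 259.7) and the elongation zone (236.1 against 236.8) too. In the meristem it was above it with log2(TPM + 0.1) (167.2 against 154.8) and without the 10 most abundant genes (9899.5 against 9219.7). Without WT replicate 2, WT replicate 3 or *dgt* replicate 2 it was also above. Without WT replicate 2, the largest distance between replicates in the meristem was 7556 and the first component held 76.9% of the variance.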

Further functional genomics studies are needed to narrow down the most likely direct interactions with DGT, leading to the identification of specific functional roles. We hope that this dataset will be of value to the community in future studies in this area.

## Data availability

### Source data

Heinz 1706 genome available from Assembly, Accession number GCF_000188115.4: https://www.ncbi.nlm.nih.gov/assembly/GCF_000188115.4/

### Underlying data

Raw RNA-Seq reads and expression estimates provided by RSEM on Gene Expression Omnibus, Accession number GSE156398: https://identifiers.org/geo:GSE156398

Figshare: Data File 1: Genes referenced in figure 1. https://doi.org/10.6084/m9.figshare.12891773.v1 ^18^.

Figshare: Data File 2: Genes referenced in figure 2. https://doi.org/10.6084/m9.figshare.12891941.v1 ^19^.

## Software availability

Source code available from: https://github.com/ozguco/tomato_dgt_RNASeq

Archived source code at time of publication: https://doi.org/10.5281/zenodo.4029399 ^21^

License: GNU General Public License v3.0

How the deposited data were processed for this re-analysis (not part of the article)

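RNA was measured in 18 libraries, 3 biological replicates for each of the meristem, elongation zone and differentiation zone of WT and *dgt* roots. The authors aligned the reads to transcripts of the Heinz tomato genome with RSEM and deposited its estimates for each gene in each library. These are expected counts, which the authors did not normalize, and TPM values, which the authors scaled by transcript length and library total. The authors' deposited tables of each zone hold a score, the posterior probability of differential expression (PPDE), and a posterior fold change as a ratio of *dgt* over WT, both from EBSeq. The isoform files were not used here.

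Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood functions glmQLFit and glmQLFTest. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), scaling was TMM, and fold changes used a prior count of 0.125. Calls needed a Benjamini-Hochberg adjusted p-value under 0.05 and a fold over 2 or under 0.5. Each zone was fitted on its own 6 libraries. A difference of the *dgt* effect between zones was tested by the interaction of genotype and zone over all 18 libraries. DESeq2 1.42.0 and limma 3.58.1 were alternatives. Presence was a mean TPM over 2. PCA used scikit-learn 1.9.0 with default parameters on TPM, as in the paper's methods. The paper's text names no scaling of genes, and none was applied in the main setting. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

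The main tests, the alternatives and the rule for naming genes were set before the data were examined. Named genes are, per zone, the genes with the largest rise and fall that passed the adjusted p-value, did not overlap between genotypes, reached a mean of 50 normalized counts in the higher genotype and had neither genotype at or under 3 counts in all its libraries, then the genes changed most in all zones and the genes with the smallest interaction p. Genes with at most 3 counts in every library of one genotype and at least 50 in every library of the other were counted, and the 3 with the highest counts named. The rule also asked for DGT first, for which no gene of that name was found. For gene families of the auxin pathway, the rule set beforehand was to run no test without product names. The gene table used here has none, and the families were instead formed by gene symbol afterwards, which departs from that rule. No SAUR gene was found by symbol.

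Of 29922 genes, 24925 were matched to the RefSeq gene table of assembly SLM_r2.1 by transcript accession, 2008 by symbol and 1 by synonym, 58 matches were ambiguous and 2930 genes were not matched. The table was used for names and for the order of neighbouring genes only. Crowding of changed genes was the largest number among 50 neighbouring genes against 10000 random placements of the calls. The library totals lay between 17919441 and 29133603, so the spread between 3 replicates, more than counting error, limits the precision. No pair of replicates differed by as little as sampling noise: the lowest chi-square per degree of freedom between replicates was 5.00 and the highest 142.6.

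The procedures were tested on simulated counts drawn from the WT means and the real library totals, with 200 genes changed in each simulation. Every planted change was larger than 2-fold, and both genotypes had the same variation. Of 192 tested genes with a planted change among 19849 in the differentiation zone, 184 were recovered, of 194 among 19003 in the elongation zone 182, and of 193 among 18767 in the meristem 163. The interaction test recovered 149 of 193 among 21115 genes. The share of calls without a planted change was 5.64%, 4.71% and 4.68% in the zones and 5.10% for the interaction. In the real meristem the biological coefficient of variation was 0.299 among WT libraries and 0.0960 among *dgt* libraries. The simulated shares therefore do not describe smaller changes, data with many more changed genes, or unequal variation.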

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

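The tests of the 1 library and of the crowding below were chosen before their results were seen, and the comparison with other splits of the libraries afterwards. That too few genes were left for the test of shared reads was judged after its result was seen, as was the limit of the test on a chromosome segment.

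The *dgt* effect differed between zones for 4404 of 21969 tested genes (adjusted p-value under 0.05 of the genotype-by-zone interaction, edgeR), a difference between groups that the paper does not report. For 2960 of them the fitted log2 fold changes did not all have the same sign, which counts values near 0. Genes called more than 2-fold in opposite directions numbered only 21 between the differentiation and elongation zones, 55 between the differentiation zone and the meristem, and 57 between the elongation zone and the meristem. The smallest p belonged to LOC101251913 and LOC101243845. LOC101251913 had log2 fold changes of -0.20 in the differentiation zone, -0.14 in the elongation zone and 4.61 in the meristem, and LOC101243845 had -1.39, -0.76 and 5.07. WT meristem replicate 2 stood apart from its group. With WT replicate 2 left out of every zone the count was 8015. The count thus did not need that meristem library, though the library was not left out alone. The count was 2716 without WT replicate 3, and 2103, 2443 and 2431 without *dgt* replicates 1, 2 and 3. Each of these was also left out of every zone. Of 50 drawn splits of the genotypes within zones, the real one included, 5 gave as many genes, with 5781 in one of the others, so by this share alone a chance split was not excluded. The 4 others among these kept or mirrored the real genotypes in at least 1 zone, which by itself makes the zones differ. None of the 30 draws without such a zone reached the count. These mixed the genotypes in every zone and gave at most 0 genes, so they do not decide the question either. A different mix of cells in the *dgt* portions was not excluded, and a biological difference between the zones stays open and untested.

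Changed genes crowded among neighbours, a signal in gene order that the paper did not analyse. The largest number of changed genes among 50 neighbouring genes in the order of assembly SLM_r2.1 was 22 in the differentiation zone, 27 in the elongation zone and 22 in the meristem, where random placement gave a median of 16. Over 10000 random placements p was 0.000400, 0.0001 (the smallest they can give) and 0.0002. The stretches with the most changed genes, singled out after their values were seen, lay on the same chromosome in each zone and had 90 genes in common. They ran from LOC101266034 to LOC101255405 in the differentiation zone (38 of 98 genes changed), from LOC101248395 to LOC101252783 in the elongation zone (59 of 142) and from LOC101266728 to ccs52B in the meristem (53 of 143). The largest p of the zones, 0.000400, argues against chance placement of genes changed by more than 2-fold. With the gene length trend removed it was 0.000500. For genes changed at any fold p was 0.0324 in the differentiation zone, 0.0001 in the elongation zone and 0.0070 in the meristem. The largest window in the differentiation zone then held 30 genes against a random median of 27, so crowding was weaker there. A loss of reads from a sequence that differs from the reference in *dgt* would lower nearly all changed genes of the stretch, but at least 47.2% of them were higher in each zone. This argues only against a loss in *dgt* alone. A loss of reads in WT would make genes appear higher in *dgt* and was not tested. Reads shared between gene copies cannot be told apart from other causes: without genes whose expected count was not whole, p reached 0.624, but only 489 of 19874, 684 of 19438 and 577 of 19284 ordered genes were left in the 3 zones, too few for this test to decide. A candidate explanation, named before the data were examined, is a chromosome segment that differs between the lines. Under it the changes in the stretch would recur in every zone. Among changed genes of the stretches tested in every zone, at least 45.3% changed in the same direction in all 3 zones. The share was 57.1% in the differentiation zone, 45.3% in the elongation zone and 51.1% in the meristem. Among changed genes elsewhere it was lower, at 34.2%, 29.8% and 29.7%. The genes of the stretches were picked because the stretch was crowded, and the stretches overlap. This comparison is therefore no independent evidence, and a segment cannot be told apart from other local causes. An effect of *dgt* on neighbouring genes stays open and was not tested.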

How the results depend on the processing

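Counts were taken as unchanged if they stayed within 1.5 times, and tests if they kept their direction and side of the threshold. Other values were taken as unchanged if they moved by less than 1 SD. Leaving named genes aside, 322 values from other settings and 206 of those with 1 replicate left out were unchanged. For named genes the numbers were 377 and 197. The changed values follow, and except where a reason is given the cause was not tested.

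With at least 10 counts required in every library, which removes genes absent from 1 genotype, the higher genes were 1129, 1084 and 1202 in the differentiation zone, the elongation zone and the meristem, and 171 higher and 81 lower genes were shared by all 3 zones. At an adjusted p-value under 0.01, a stricter threshold, 3572, 3128 and 1947 genes passed at any fold in these zones, 286 genes were lower in the meristem and 2187 differed between zones. With the gene length trend removed, 1136 genes were lower and 7816 changed at any fold in the meristem, the share of higher calls was 61.1% there and 59.1% in the elongation zone (78.8% and 69.2% without the correction), and the median log2 fold change of all genes moved to -0.18 and -0.15. In the differentiation zone the median moved to -0.096. The removed trend included each library's overall level, so these changes cannot be credited to gene length alone. Fitted on all 18 libraries, the meristem had 926 lower and 7346 changed genes. Leaving out 1 replicate in turn gave 301 to 1515 lower genes in the meristem and 2003 to 10712 changed at any fold there. It gave 2103 to 8015 that differed between zones, where the replicate was left out of every zone. The highest of each came without WT replicate 2, where 62.6% of the calls in the meristem were higher.

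Replicate numbers did not pair the libraries: correlations of same-numbered deviations were 0.0454 to 0.132 in the differentiation zone, -0.0835 to 0.257 in the elongation zone and -0.125 to 0.118 in the meristem. With the replicate block 2999 genes changed at any fold in the meristem, and with the block and the length trend removed 932 were lower there. CyP passed the adjusted p-value, at less than 2-fold, with the block in the elongation zone (edgeR adjusted p = 0.0161, and 0.00487 with the length trend also removed). Among the fits with the block, it passed in the meristem only with both (edgeR adjusted p = 0.0459).

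The first component of the PCA held 43.8%, 48.1% and 41.6% of the variance with TPM standardized per gene. With log2(TPM + 0.1) it held 58.6% and 64.3% in the differentiation and elongation zones, with log2(TPM + 1) 70.3% in the differentiation zone, and without the 10 most abundant genes 68.6% in the elongation zone. Leaving out 1 replicate gave 79.1% to 86.0%, 73.4% to 78.8% and 58.8% to 76.9% in the 3 zones. The share between genotypes was 41.7%, 45.1% and 41.2% with standardized TPM, 57.7% and 62.6% with log2(TPM + 0.1) and 68.8% with log2(TPM + 1) in the same zones, 64.04% without the 10 genes, and 72.4% to 81.4%, 68.8% to 75.7% and 57.3% to 74.8% with 1 replicate left out.

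For gene families the value is the mean log2 fold change and the threshold is an unadjusted p of 0.05. With the strict filter, which leaves fewer members, it became 0.48 for PIN (past the threshold, in the opposite direction) and 0.15 for ACC synthase in the differentiation zone, 0.064 and 0.16 in the elongation zone, all reversed, and 0.32 (now past the threshold) and -0.27 (no longer past it) for Aux/IAA in the differentiation and elongation zones. Without a filter the PIN value of 0.44 in the meristem lost its call. With fry, Aux/IAA (0.21) and ACC synthase (-0.27) in the differentiation zone and PIN (-0.45) in the elongation zone gained a call, and with the correlation estimated, Aux/IAA (0.78), PIN (0.70) and ACC synthase (1.47) in the meristem lost theirs. With 1 replicate left out, PIN ranged from -0.32 to 0.15 in the differentiation zone (reversed without WT replicate 3) and from 0.64 to 0.76 in the meristem, where the call was lost without WT replicate 1 and without WT replicate 2, and ACC synthase from -0.42 to 0.095 in the elongation zone (reversed without WT replicate 2).

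The correlation with the WT zone gradient in the meristem was 0.148 with the strict filter, 0.0619 with the gradient of *dgt*, 0.181 to 0.200 with 1 replicate left out, and 0.209 with the length trend removed, chosen after seeing the data. With the gradient of *dgt* it reversed to 0.0539 in the differentiation zone. The calls shared with the authors' deposited table rose to 2081, 2257 and 1932 genes at PPDE over 0.95, a looser threshold. With only genes whose expected counts are whole, chosen after seeing the data, the largest windows held 18, 20 and 22 changed genes and were within random placement. The alternative without local paralogs was not run, for lack of product names, and the SAUR results have no value. Among named genes none reversed. Only CyP changed its side of the adjusted p-value threshold, in 6 values from other settings and 1 from leaving out a replicate.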

Differences from the paper's values

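Figure 2 shows about 580 upregulated and about 220 downregulated genes in the differentiation zone, about 470 and about 220 in the elongation zone, and about 730 and about 90 in the meristem, read by eye. The edgeR fits gave 1754 and 919, 1943 and 867, and 2019 and 542. For genes changed in all 3 zones, Figure 2 shows about 110 upregulated and about 13 downregulated, read by eye, against 540 and 125 here. None of the alternatives set before the data were examined brought a count within 1.5 times of the paper's. The authors' deposited table, at PPDE = 1 and the paper's fold thresholds, holds 576 and 215, 469 and 223, and 727 and 90 genes in the zones and 107 and 13 in all of them, which are the paper's values. At PPDE over 0.95 the authors' deposited table holds 1464 and 726, 1619 and 778, and 1699 and 415 genes, and 435 and 97 in all 3 zones, all within 1.5 times of the edgeR counts.

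Figure 3 gives the first principal component about 44% of the variance in the differentiation zone and about 48% in the elongation zone, read by eye, against 80.9% and 74.6% here on unscaled TPM. With TPM standardized per gene the values were 43.8% and 48.1%, and with log2(TPM + 0.1) they were 58.6% and 64.3%, within 1.5 times of the paper's. In the elongation zone 68.6% without the 10 most abundant genes was also within that limit. The other alternatives set before the data were examined did not close the gap. In the meristem Figure 3 gives about 42%, read by eye, against 60.4% on unscaled TPM, which was within 1.5 times. With TPM standardized per gene it was 41.6% there.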

Other observations

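The tests on gene length between genotypes and on other splits of the libraries were chosen after the results were seen.

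In each zone 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes past the adjusted p-value, at any fold and at more than 2-fold. The 9 other splits of each zone, in which both groups mix the genotypes, gave 0 genes past the adjusted p-value, against 6060, 5434 and 4536 in the real split of the differentiation zone, the elongation zone and the meristem. At an unadjusted p under 0.05 the others gave 69 to 652, 81 to 737 and 42 to 1994 genes, against 8369, 7829 and 7354. The share of splits, 1 of 10, is the smallest that 6 libraries allow, so it cannot by itself exclude a chance split. For genes higher in all 3 zones and for genes lower in all 3, 1 of 100 drawn splits, the real one, gave as many. Because the other splits of a zone gave 0 genes, any draw that held one of them could only give 0. This share therefore adds no evidence.

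WT meristem replicate 2 had the highest total, 29133603, the fewest genes with a TPM over 2, 14526, and a chi-square per degree of freedom of 142.6 and 135.8 against the other WT meristem replicates, which differed from each other by 14.1. Its log2 expression fell by 0.24 per doubling of gene length relative to the mean of the zone's libraries, whereas replicates 1 and 3 rose by 0.24 and 0.23. Long genes thus shift between libraries. In the differentiation zone the slopes of WT and *dgt* libraries overlapped whichever of the 6 libraries was left out, which is consistent with differences between single libraries rather than between genotypes. In the other 2 zones the overlap held in 5 of the 6 cases and rested on 1 library: without WT replicate 2, the WT slopes lay below all *dgt* slopes in the elongation zone and above all of them in the meristem. There a shift between genotypes cannot be told apart from differences between single libraries. What made WT meristem replicate 2 differ was not tested.

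More genes were expressed in *dgt* than in WT in each zone. With TPM rescaled by TMM the smallest difference of the zones was 517 genes, in the differentiation zone, and the differences in the elongation zone and the meristem fell to 923 and 572. With every library thinned to the same total the smallest was 731. Scaling thus accounted for a part of the difference and did not remove it. Thinning cannot decide on sequencing depth, because TPM is already relative to the library total. Reads from other cells were not tested for this pattern, and a biological difference stays open as a hypothesis.

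Across genes, which are not independent replicates, the *dgt* effect in the meristem rose with the WT difference between the differentiation and elongation zones (r = 0.189, Spearman's rho = 0.171, over 18569 genes), which used no meristem library. The same test, with the WT difference between the other 2 zones, gave r = -0.0909 in the differentiation zone and 0.0670 in the elongation zone. Of the 78 genes with a log2 difference over 4, 70.5% were higher in *dgt*. The correlation was 0.190 without WT replicate 2 and 0.209 with the length trend removed, so neither explains it as a whole. If the *dgt* meristem portions held more differentiation-zone tissue, the abundant genes of that zone would rise alike. Of 100 such genes 35.0% needed less than 0.2 of the median share of that tissue, but that median was only 0.283% and 34 of the genes were lower in *dgt*, so this test does not decide. For elongation-zone tissue the figure was 40.0%, with a median share of 0.216%. A different mix of tissue therefore cannot be told apart from other causes of the correlation. With the gradient of *dgt* roots in place of WT the correlation was only 0.0619. An early differentiation programme in the *dgt* meristem may be named as a hypothesis, but the size of the correlation depends on which genotype gives the gradient.

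Gene families of the auxin pathway, formed by symbol after the data were examined and against the rule set beforehand, were tested in each zone. The mean log2 fold change of Aux/IAA genes was 0.21 in the differentiation zone, -0.59 in the elongation zone and 0.78 in the meristem (camera adjusted p = 0.239, 0.0161 and 0.0130). PIN genes had -0.27, -0.45 and 0.70 (adjusted p = 0.391, 0.318 and 0.0637) and ACC synthase genes -0.27, -0.0077 and 1.47 (adjusted p = 0.348, 0.657 and 0.0161). Both PIN and ACC synthase means reversed in the differentiation and elongation zones under the strict filter, to 0.48 and 0.15 and to 0.064 and 0.16. Of 16 tested Aux/IAA genes in the meristem 5 were called higher, the same number as when adjusted over the list alone. Under fry the Aux/IAA and ACC synthase results in the meristem held, and with an estimated correlation they did not (unadjusted p = 0.297 and 0.0681). The Aux/IAA result in the elongation zone held under fry. With an estimated correlation it passed only before adjustment over the 9 family tests. The strict filter also removed that result, with a mean of -0.27. The difference between zones was not tested for families.

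In all 3 zones, 3 genes had at most 3 counts in every WT library and at least 50 in every *dgt* library, and 1 gene the reverse. LOC101254598 and LOC101261123 were at least 23.0-fold and 20.3-fold higher in *dgt*. LOC101266522 had at most 2 counts in every *dgt* library and was at least 27.7-fold higher in WT. No biological explanation was tested for these genes.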
